A study of Mus musculus with 120 samples. Its data were reported in "Time-dependent cell-state selection identifies transiently expressed genes regulating ILC2 activation" (2023).

How the data were processed

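The data are 3' RNA sequencing libraries of 120 single ILC2, 1 library per cell. ILC2 were sorted from the pooled mesentery of 20 mice as lineage-negative, c-Kit and Sca-1 positive cells, cultured, stimulated and recovered 1 by 1 under live imaging of secretion. Per the labels, libraries were made with the SMART-Seq v4 3' DE kit with a mixture of 3892 copies of ERCC spike-in RNA per sample, low-yield samples were removed, and sets of 5 or 6 libraries, each made with its own index primer, were pooled evenly before tagmentation. Each state on each title date has 5 or 6 cells, which were taken here to be 1 pool, giving 22 pools, each with cells of 1 state of 1 index.

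The deposited values are raw read counts per gene, which the authors made, per the labels, by aligning reads to GRCm38 with TopHat and counting with HTSeq. The strand setting and the annotation release are not given. Each file lists 46078 Ensembl gene identifiers and 5 HTSeq summary entries, and 0 ERCC entries, so no scaling to spike-ins and no RNA content per spike-in was computed. Symbols and GRCm38 positions came from a reference annotation by identifier, which named 45143 identifiers, and the 935 others held 0.0886% of reads. Each cell's depth is its total of gene reads, with a median of 254001 and a range of 65 to 785198, and 6 cells lay under 84667 reads, which is the median divided by 3.

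Groups came from the source names and titles in the labels: the index, the state and, for transition cells, the time after onset. The labels name no animal or culture for a cell, so a group was taken as 1 sample and no test was made. For each comparison, counts were summed over the cells of a group and scaled to 1000000 gene reads (CPM). The log2 ratio of CPM was computed with a group under 3 reads set to 3 reads over the group, with a 95% interval from the exact (Clopper-Pearson) binomial interval of the split of reads between the groups. CPM carry exact 95% Poisson intervals. In the text, a fold against 0 reads is given as at least its value against the 3-read floor, and a ratio with 1 or 2 reads in a group is given unfloored with its counting interval.

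Which genes are named, and every comparison, list and alternative other than those stated as later, was set before the data were examined. The fixed list was Il13, Il5, Csf2, Il9, Il6, Il4, Mir155hg, the genes the study's text names as transiently induced and 15 further immune genes. A group of 6 nuclear non-coding RNAs (Malat1, Neat1, Xist, Kcnq1ot1, Meg3 and Firre) and 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) was added after the data were seen. Beyond it, up to 3 of the largest rises and up to 3 of the largest falls of each comparison and the 10 highest transient scores of each index were named. These were taken among genes with at least 50 CPM in the higher group, a read in at least 70% of its cells, and the same direction with the mean of the cells' own CPM, in each title date with both groups, and on leaving out any 1 cell. For agreement across genes and for lists, genes had a mean of at least 50 CPM over the groups compared. A list's median transient score was set among 10000 random lists of the same size, matched by drawing each gene from the 100 genes nearest in mean CPM.

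Spread is the SD over cells of log2(CPM + 1), a description of the cells. Genes detected were counted after thinning cells at random to 100000 gene reads, the largest of a set of depths that at least 90% of cells reached, which kept 113 cells and left out 7. Principal components were computed on log2(CPM + 1) of genes above 1 on that scale in at least 9 cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors.

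The measure was tested on simulated data drawn from the mean of the 30 min and activated cells with a gamma spread between cells, in which 200 genes were changed. After the median of the unchanged genes was subtracted, 100% of the changes were recovered with the right sign, with a median log2 size of 1.90 in the IL-13 index and 1.95 in the IL-5 index against 2 made. Of 40 lists without a change per index, 2 lay above the 95th percentile. The simulated spread was the same for every gene, without a difference between dates or pools. Real cells could be more uneven, as Mir155hg at 384 CPM in IL-13 index cells at 30 min had a read in 7 of 11. The recovery thus does not carry over to genes held by few cells or to differences between pools.

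Alternatives were the mean of the cells' own CPM, edgeR's TMM factors, DESeq2's size factors, pre-stimulation cells of both indexes together, the first title date alone, the data without the 6 shallow cells, all 33 transition cells in place of the 30 min cells, CPM minimums of 10 and 200, a log2(CPM + 1) scale, a pseudocount of 10 CPM, thinned or unthinned cells, a detection limit of 5 reads, the 1000 most variable genes, and leaving out each cell in turn. Leaving out shallow or single cells was added after the data were seen for spread, genes detected and principal components. A value was counted as moved when it left its 95% interval, or, where it has none, the range of values on leaving out any 1 cell. A value was counted as reversed when its sign changed and its interval excluded 0, or when a value without an interval changed sign. Against scaling by total reads, TMM moved the median log2 ratio of all genes by up to 0.47 (activated over pre-stimulation, IL-5 index) and DESeq2 by up to 0.18 (30 min over activated, IL-13 index), so ratios near these sizes depend on the scaling.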

Results

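The data are 120 single mouse group 2 innate lymphoid cells (ILC2), lymphocytes that secrete interleukin (IL) 13, IL-5 and other cytokines, from the pooled mesentery of 20 C57BL/6 mice. Cells were stimulated with IL-2 and IL-33 and assigned to a state by live imaging of the secretion of 1 cytokine, here called the index. Each index has 60 cells. The labels give 5 cells before stimulation and 11 cells each of transition cells recovered 30, 60 and 90 min after the onset of secretion, of activated cells (secreting) and of silent cells (not secreting). The titles hold 2 dates per index, with 5 cells of a state on the first and 6 on the second, and pre-stimulation cells are on the first date only. Cells are not replicates of a group. The labels do not say what the title dates are, so the dates were not used as replicates and no comparison blocked by date was run. Values therefore carry counting intervals and descriptions of the cells in place of tests.

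Reads in genes numbered 31016336 over all cells, with a median of 254001 per cell and a range of 65 to 785198. The group medians ran from 156702 (IL-13 index, 90 min) to 331939 (IL-5 index, 30 min). By group, the cells of the IL-13 index held 164740 to 246131 gene reads before stimulation, 166650 to 361239 at 30 min, 142530 to 386764 at 60 min, 50723 to 279395 at 90 min, 207246 to 464285 when activated and 139108 to 321551 when silent. The cells of the IL-5 index held 133373 to 306589, 73 to 464846, 65 to 785198, 66588 to 230954, 223789 to 465179 and 2152 to 404712 in the same order. Near-empty cells were replicate 8 of the IL-5 index at 60 min (65 reads), replicate 10 at 30 min (73 reads) and replicate 7 of the silent cells (2152 reads). Of all tallied alignments, 62.0% lay in genes, 7.42% in no annotated feature, 1.86% were ambiguous and 28.7% were not unique. The reads carry no molecular identifiers, so the intervals and floors given here cover counting error only.

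The number of genes detected per cell describes how much of the transcriptome each state showed at equal depth. After thinning each cell to 100000 gene reads, the median IL-13 index cell had 1898 genes before stimulation, 2218 at 30 min, 2926 when activated and 2349 when silent. The ranges over cells were 1396 to 3893, 1883 to 2471, 1506 to 3240 and 1943 to 2789. In the IL-5 index the medians were 2250, 2447, 2998 and 2610.5, with ranges of 1840 to 2527, 2135 to 3119, 2331 to 3503 and 1872 to 3516. Activated cells thus exceeded pre-stimulation cells by 1028 genes in the IL-13 index and by 748 in the IL-5 index. Counting only genes with at least 5 reads moved these differences most, to 545 and 608.

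**Figure D1:**
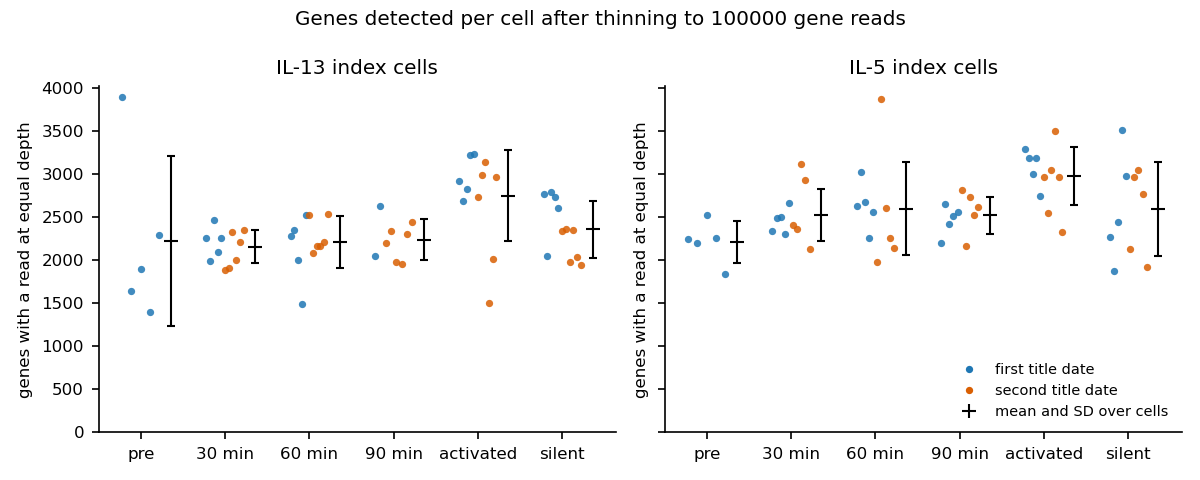
Genes with a read per cell after thinning to 100000 gene reads (y axis) by state (x axis) in each index; points are cells, coloured by title date, and bars are the mean and SD over cells. Activated cells had medians of 2926 and 2998 genes, against 1898 and 2250 before stimulation.

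Principal components were used by the study to ask whether the states separate. Over all 120 cells, the first component held 6.53% of the variance and the second 2.50%, and differences between states made up 29.8% and 38.3% of their variance. Within the IL-13 index, states made up 46.3% of the first component and 83.2% of the second, and within the IL-5 index 22.1% and 64.2%. The first component followed the number of genes detected per cell, with r of 0.915 (all cells), 0.865 (IL-13 index) and 0.940 (IL-5 index). Its share between states thus cannot be told apart from differences in genes detected. For the second component r was -0.274, 0.028 and -0.197 in the same order. Title dates made up 0.153% of the second component in the IL-13 index and 10.3% in the IL-5 index. Without the 6 cells under 84667 gene reads, the share of the second component of all cells that lay between states was 78.4%, the largest move of any alternative. The first component then had 45.6% between states over all cells and 60.5% within the IL-5 index, where dates made up 2.06% of the second.

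The index cytokines were compared first, as the secreted products that define the states. Il13 (ENSMUSG00000020383, chromosome 11, 53631324 to 53634702, minus strand, GRCm38 throughout) and Il5 (ENSMUSG00000036117, chromosome 11, 53720794 to 53725106, plus strand) are neighbouring protein-coding genes. Il13 in IL-13 index cells stood at 1.04 CPM (0.0263 to 5.78) before stimulation, from 1 read, and at 2144 CPM (2089 to 2200.1) at 30 min, where 11 of 11 cells held a read. It then stood at 967 CPM (933 to 1003) at 60 min and 504 CPM (470.2 to 539) at 90 min, at 1231 CPM (1193 to 1270.4) in activated cells and at 4.16 CPM (2.07 to 7.44) in silent cells. Values are CPM, the reads of a gene summed over a group and scaled to 1000000 gene reads, with exact Poisson intervals. Il5 in IL-5 index cells had 0 reads before stimulation, which allows up to 2.47 CPM, then 4602 CPM (4531 to 4673) at 30 min, 2471 CPM (2419 to 2524) at 60 min, 3998 CPM (3907 to 4091) at 90 min, 2929 CPM (2874 to 2984) in activated and 484 CPM (459 to 509) in silent cells.

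**Figure D2:**
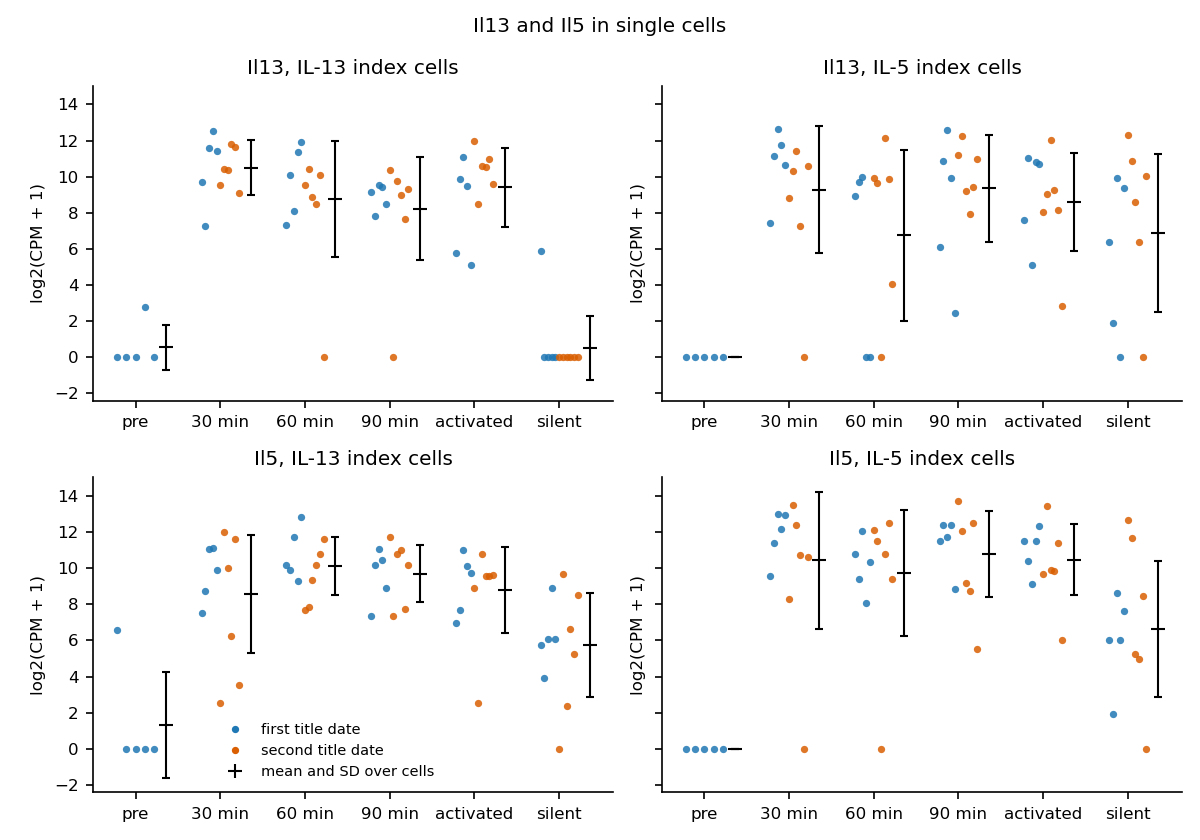
Level of Il13 and Il5 in each cell as log2(CPM + 1) (y axis) by state (x axis) in each index; points are cells, coloured by title date, and bars are the mean and SD over cells. Il13 had a read in 1 of 11 silent cells of the IL-13 index and in 9 of 11 of the IL-5 index.

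Transition cells at 30 min were compared with pre-stimulation cells for the first changes at the onset of secretion. The log2 ratio of Il13 in the IL-13 index was 11.01 (counting interval 8.54 to 16.32), or 9.43 with the pre-stimulation group set at 3 reads. Il5 in the IL-5 index was at least 1859-fold higher (16344 reads against 0). Of all alternatives, taking the pre-stimulation cells of both indexes moved these most, to a log2 ratio of 8.77 for Il5 in the IL-5 index against 10.86 with its own pre-stimulation cells at the floor. Csf2 (ENSMUSG00000018916, chromosome 11, 54247271 to 54249667, minus strand) had log2 ratios of 10.95 (counting interval 8.47 to 16.25, 5490 reads against 1) and 7.98 (counting interval 7.50 to 8.51, 25148 reads against 34) in the IL-13 and IL-5 indexes. The reads of Csf2 before stimulation lay in 1 cell of each index.

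By the size rule, the largest rises at 30 min in the IL-13 index were Rrad (ENSMUSG00000031880, chromosome 8, 104628070 to 104631327, minus strand), at least 937-fold higher (7806 reads against 0), Gadd45b (ENSMUSG00000015312, chromosome 10, 80930073 to 80932204, plus strand), at least 918-fold higher (7643 reads against 0), and Il13. Those of the IL-5 index were Il9 (ENSMUSG00000021538, chromosome 13, 56479277 to 56482246, minus strand), at least 2187-fold higher (19220 reads against 0), Il5, and Gadd45b, at least 1203-fold higher (10576 reads against 0). The first place of Il9 rested on 1 cell with 79.9% of its reads, and without that cell the log2 ratio of Il9 against the floor was 8.94 in place of 11.09, below Il5 and Gadd45b. The largest falls in the IL-13 index were Stmn1 (ENSMUSG00000028832, chromosome 4, 134468320 to 134473843, plus strand), at least 1401-fold lower (0 reads against 1514), Cd200r3, with a log2 ratio of -9.32 (counting interval -12.37 to -7.46, 2 reads against 461), and Tmco1, -10.25 (counting interval -15.55 to -7.76, 1 read against 438). Replicate 1 held 99.4% of the Stmn1 read of the pre-stimulation cells, and without it the log2 ratio was -3.48. The largest falls in the IL-5 index were Ilk, at least 478-fold lower (0 reads against 489), Arhgap18, at least 450.2-fold lower (0 reads against 461), and AI467606, at least 403-fold lower (0 reads against 413). Each of these genes is protein-coding in the annotation.

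Activated cells were compared with pre-stimulation cells for the whole change to the secreting state. In the IL-13 index, the log2 ratio of Il13 was 10.21 (counting interval 7.73 to 15.52, 3932 reads against 1), and in the IL-5 index Il5 was at least 1183-fold higher (10931 reads against 0). Il9 led the rises in both indexes and was at least 14225-fold higher (141312 reads against 0) in the IL-13 index and at least 24426-fold higher (225605 reads against 0) in the IL-5 index. Csf2 followed in the IL-13 index with a log2 ratio of 13.63 (counting interval 11.15 to 18.94, 42021 reads against 1) and Ccl1 with 12.74 (counting interval 10.26 to 18.04, 22648 reads against 1). The others of the IL-5 index were Il6, at least 1245-fold higher (11496 reads against 0), and Il5. The falls were led by Stmn1, with a log2 ratio of -12.29 (counting interval -17.60 to -9.81, 1 read against 1514), Serpinb1a, at least 1468-fold lower (0 reads against 1330), and Cd3g, at least 1201-fold lower (0 reads against 1088), in the IL-13 index. Without pre-stimulation replicate 1, which held 91.3% of its Cd3g reads, the log2 ratios of Stmn1 and Cd3g were -3.74 and -7.14. Lower in the IL-5 index were Neat1, a non-coding RNA (at least 962-fold lower), Alox5 (at least 753-fold lower) and Arhgap18 (at least 473-fold lower).

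The Il9 reads of activated cells were unevenly spread. Of 22 activated cells, 9 held Il9 at 1538 to 229067 CPM and 13 held it at 24.4 to 580.0 CPM. Among all cells with at least 84667 gene reads, cells under 1000 CPM of Il9 had a read in 37 of 40 cases (92.5%) where another cell of the same state and date was at 1000 CPM or more, and in 6 of 56 cases (10.7%) elsewhere. The latter were pre-stimulation, silent and IL-13 index transition cells only. Cells of 1 state and date were taken to share a library pool, since the labels state that 5 or 6 libraries were pooled before tagmentation. The 1000 CPM limit was chosen after the values were seen.

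**Figure D3:**
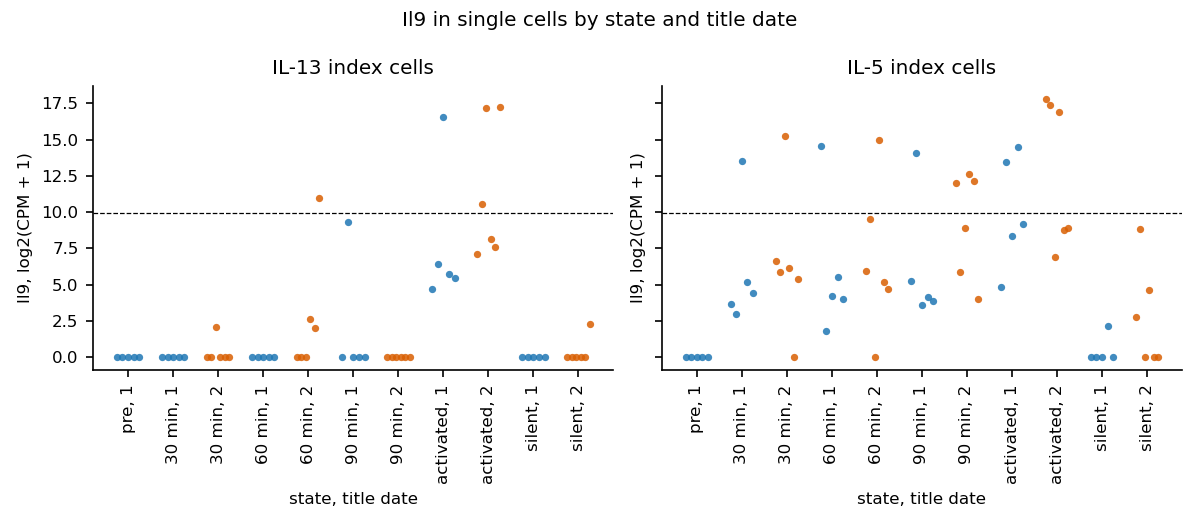
Il9 in each cell as log2(CPM + 1) (y axis) by state and title date, 1 being the first and 2 the second (x axis); points are cells, coloured by date, and the dashed line is 1000 CPM. Cells under the line held a read in 37 of 40 cases where a cell of the same state and date lay above it, cells under 84667 gene reads aside.

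Silent cells were compared with pre-stimulation cells for the effect of stimulation without secretion of the index cytokine. In the IL-13 index, Il13 differed by a log2 ratio of 2.00 (counting interval -0.78 to 7.43, 11 reads against 1), a difference not detectable at this depth. All 11 reads of silent cells lay in replicate 1. Il5 in the IL-5 index was at least 195-fold higher (1483 reads against 0). Replicate 6 held 77.7% of those reads, and without it the log2 ratio against the floor was 5.53 in place of 7.61. Il5 in silent cells of the IL-13 index had a log2 ratio of 3.10 (counting interval 2.50 to 3.77, 540 reads against 23), and all 23 reads before stimulation lay in 1 cell. Il13 in silent cells of the IL-5 index was at least 253-fold higher (1921 reads against 0).

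The largest rises of silent cells in the IL-13 index were Tph1 (ENSMUSG00000040046), at least 661-fold higher (5446 reads against 0), Ccl1, with a log2 ratio of 9.72 (counting interval 7.25 to 15.03, 2322 reads against 1), and Csf2, with 9.72 (counting interval 7.24 to 15.02, 2310 reads against 1). Those of the IL-5 index were Gadd45b, at least 562-fold higher (4267 reads against 0), Ccl1, at least 519-fold higher (3936 reads against 0), and Batf, at least 384-fold higher (2910 reads against 0). The falls in the IL-13 index were Cd200r3, at least 422-fold lower (0 reads against 461), Plxdc2, at least 399-fold lower (0 reads against 436), and Birc5, at least 330.3-fold lower (0 reads against 361). Replicate 1 held 98.6% of the Birc5 reads before stimulation, and without it the log2 ratio was -2.62. Falls in the IL-5 index were Alox5, at least 619-fold lower (0 reads against 734), Gm45713, which overlaps Rpl13a on the same strand, at least 334-fold lower (0 reads against 396), and Cops5, at least 329.6-fold lower (0 reads against 391). Csf2 in silent cells of the IL-5 index had a log2 ratio of 8.12 (counting interval 7.64 to 8.65, 23992 reads against 34).

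Activated and silent cells had the same stimulation and differed in secretion of the index cytokine. The log2 ratio of Il13 in the IL-13 index was 8.21 (counting interval 7.37 to 9.21, 3932 reads against 11), 5.97 among cells of the first date and 9.80 among those of the second. The first date moved it most among the alternatives. Il5 in the IL-5 index had a log2 ratio of 2.60 (counting interval 2.52 to 2.68, 10931 reads against 1483), 4.36 and 1.81 in the dates, and 4.68 without silent replicate 6. The cytokine of the other index differed by 1.92 (Il5, IL-13 index, 1.78 to 2.06) and 0.66 (Il13, IL-5 index, 0.58 to 0.74), with 1.69 to 2.67 and 0.15 to 1.50 on leaving out any 1 cell. Within the second date the latter was -0.10. Csf2 differed by 3.91 (3.85 to 3.98) in the IL-13 index and by 0.63 (0.61 to 0.65) in the IL-5 index, with 3.40 to 4.48 and 0.07 to 1.04 on leaving out any 1 cell.

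Il9 led the genes higher in activated than in silent cells, with log2 ratios of 16.84 (counting interval 14.36 to 22.14, 141312 reads against 1) in the IL-13 index and 14.04 (counting interval 13.20 to 15.04, 225605 reads against 11) in the IL-5 index. In the IL-13 index Il13 and Stat5a followed, the latter with 9.79 (counting interval 7.31 to 15.10, 1069 reads against 1). Pdzk1ip1 in the IL-5 index was at least 1627-fold higher (5941 reads against 0) and Itpa at least 132-fold higher (481 reads against 0). Lower in activated cells of the IL-13 index were Ypel3, -7.84 (counting interval -9.72 to -6.48, 4 reads against 759), Slc50a1, at least 197-fold lower (0 reads against 489), and Pura, -5.09 (counting interval -5.94 to -4.35, 15 reads against 424, -7.28 to -4.57 on leaving out any 1 cell). Among IL-5 index cells Rasgrp1 had a log2 ratio of -4.50 (counting interval -5.58 to -3.59, 10 reads against 186, -6.11 to -4.08 on leaving out any 1 cell), Gm2a of -3.74 (counting interval -4.17 to -3.33, 54 reads against 592, -7.78 to -2.55 on leaving out any 1 cell) and Arpc3 of -3.72 (counting interval -4.38 to -3.11, 24 reads against 259, -4.17 to -1.56 on leaving out any 1 cell).

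Transition cells at 30 min were compared with activated cells to separate early from later expression. Il13 in the IL-13 index was higher at 30 min by a log2 ratio of 0.80 (0.74 to 0.86), 1.80 in the first date and 0.27 in the second. Il5 in the IL-5 index was higher by 0.65 (0.62 to 0.69), 0.93 and 0.42 in the dates, and by 1.30 without activated replicate 7. The first date moved the IL-13 index value most, and leaving out activated replicate 7 moved the IL-5 index value most. All 33 transition cells in place of the 30 min cells brought the latter to 0.32. Il9 and Csf2 were lower at 30 min, with log2 ratios of -16.85 (-22.16 to -14.38, 1 read against 141312) and -2.68 (-2.72 to -2.64) in the IL-13 index, and -3.48 (-3.50 to -3.46) and -0.77 (-0.80 to -0.75) in the IL-5 index. A single cell of the IL-5 index held 79.9% of the Il9 reads at 30 min, and leaving out any 1 cell gave -5.63 to -2.75. Csf2 ran from -1.50 to -0.21 in the IL-5 index and from -3.10 to -2.17 in the IL-13 index on leaving out any 1 cell. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669, minus strand) differed by 0.79 (0.58 to 1.01) in the IL-13 index and by -1.31 (-1.53 to -1.10) in the IL-5 index. Mir155hg (ENSMUSG00000097418, chromosome 16, 84703167 to 84715245, plus strand), the host gene of a microRNA, differed by 1.94 (1.76 to 2.13) and -0.66 (-0.86 to -0.46). In the second date of the IL-13 index Mir155hg had -1.90, and leaving out any 1 cell of that index gave 0.57 to 2.90. For Mir155hg in the IL-5 index, leaving out 1 cell gave up to 0.19.

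The genes that rose most at 30 min over activated cells in the IL-13 index were Bcl2l11 (ENSMUSG00000027381), at least 569-fold higher (1430 reads against 0), Serpinb1a, at least 476-fold higher (1197 reads against 0), and Baiap2, at least 419-fold higher (1054 reads against 0). Those of the IL-5 index were Ctla2b (ENSMUSG00000074874), at least 434-fold higher (1238 reads against 0), Kdm2b, with a log2 ratio of 8.50 (counting interval 7.37 to 9.94, 2063 reads against 6), and Adam8, at least 269-fold higher (767 reads against 0). Besides Il9, the lowest at 30 min were Pdzk1ip1, at least 559-fold lower (0 reads against 2000), and Hmgn1, with a log2 ratio of -8.16 (counting interval -11.21 to -6.30, 2 reads against 683), in the IL-13 index. Tmem238 in the IL-5 index was at least 188-fold lower (0 reads against 593), Glo1 at least 162-fold lower (0 reads against 511) and Prmt7 at least 123-fold lower (0 reads against 387).

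The 60 and 90 min cells were compared with the 30 min cells for the course after onset. Il13 in the IL-13 index fell by 1.15 (-1.21 to -1.08) at 60 min and by 2.09 (-2.20 to -1.98) at 90 min on the log2 scale, with the same direction in both dates. Il5 in the IL-5 index fell by 0.90 (-0.94 to -0.86) at 60 min. At 90 min its log2 ratio was -0.20 (-0.24 to -0.16), -0.68 in the first date and 0.17 in the second, and 0.10 without 30 min replicate 7, so its direction did not hold. Across genes, which are not independent replicates, the log2 ratios of the dates were related with Pearson's r of 0.004 (60 min) and 0.109 (90 min) in the IL-13 index and 0.020 and -0.011 in the IL-5 index, over 2452 to 2746 genes.

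Genes named by the size rule in these comparisons are given as log2 ratios. The rule itself asks for 1 direction in both dates and on leaving out any 1 cell, so the ranges are no independent support. Since the ratios of the dates were little related across genes, being named here does not show a change after onset. At 60 min in the IL-13 index they were Vegfc, 5.16 (4.84 to 6.46 on leaving out any 1 cell), Hsp90b1, 4.38 (3.82 to 8.13 on leaving out any 1 cell), Tnfrsf9, 4.02 (3.47 to 5.52 on leaving out any 1 cell), Epb41l2, -4.25 (-5.29 to -3.73 on leaving out any 1 cell), Tuba1a, -3.42 (-5.63 to -3.09 on leaving out any 1 cell), and Psmb9, -3.33 (-4.56 to -2.51 on leaving out any 1 cell). At 90 min they were Rnf11, at least 118-fold higher (221 reads against 0), Paics, at least 45.5-fold higher (85 reads against 0), Tm9sf2, 4.81 (4.26 to 6.87 on leaving out any 1 cell), Pbrm1, at least 99.8-fold lower (0 reads against 481), B4galt1, -5.43 (-7.11 to -5.04 on leaving out any 1 cell), and Gpi1, -5.04 (-6.53 to -4.78 on leaving out any 1 cell). Those of the IL-5 index at 60 min were Tmem123, 4.48 (4.14 to 7.52 on leaving out any 1 cell), Plaa, 4.01 (3.78 to 5.63 on leaving out any 1 cell), Cd72, 3.95 (3.59 to 4.78 on leaving out any 1 cell), Anxa5, at least 195-fold lower (0 reads against 607), and Pbrm1, at least 112-fold lower (0 reads against 349). At 90 min they were Prmt5, 4.68 (4.03 to 7.32 on leaving out any 1 cell), Tmem123, 4.30 (3.17 to 7.34 on leaving out any 1 cell), Dhx40, 3.66 (3.03 to 8.16 on leaving out any 1 cell), Ctla2b, at least 213-fold lower (0 reads against 1238), Cab39, -3.55 (-4.57 to -3.22 on leaving out any 1 cell), and Mknk2, -3.34 (-5.97 to -2.65 on leaving out any 1 cell).

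The study asked which genes are expressed transiently at onset. The transient score of a gene is the smallest of its log2 ratios of 30 min over pre-stimulation, activated and silent cells, so a score above 0 means higher at 30 min than in these 3 states. It does not use the cells at 60 and 90 min. Of genes at a mean of 50 CPM or more, 21.5% of 2650 in the IL-13 index and 21.5% of 2693 in the IL-5 index scored above 0. Random ordering of the 30 min cells and these 3 states would give a similar or larger share. The share thus shows no excess of transient genes. By the size rule, the IL-13 index was led by Hivep2 (ENSMUSG00000015501, chromosome 10, 13966075 to 14151374, plus strand) at 4.40, Bcl3 (ENSMUSG00000053175, chromosome 7, 19808462 to 19822770, minus strand) at 4.18 and Sqstm1 (ENSMUSG00000015837, chromosome 11, 50199366 to 50210827, minus strand) at 3.84. Rrad scored 3.81, Kdm2b 3.78, Baiap2 3.66, Irf5 3.43, H3f3b 3.38, Tnfaip3 3.31 and Adam8 3.29. The IL-5 index was led by Irf8 (ENSMUSG00000041515, chromosome 8, 120736358 to 120756694, plus strand) at 5.07, Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628, minus strand) at 3.98 and Kdm2b (ENSMUSG00000029475, chromosome 5, 122870665 to 122989823, minus strand) at 3.45. Phf20l1 scored 3.11, Sqstm1 2.88, Adora2b 2.88, Chd2 2.75, Gm42428 2.68, Adam8 2.49 and Fdft1 2.43. Kdm2b, Sqstm1 and Adam8 were among the 10 of both indexes. Against activated and silent cells within dates, the score of Baiap2 was 0.0057 on the first and 8.38 on the second, so its place rested on 1 date, and that of Chd2 was 5.50 and 0.60.

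The scores were carried from cells where genes were chosen to other cells. Within dates the score was taken against activated and silent cells alone, since the second date has no pre-stimulation cells. The 50 genes with the highest such scores on the first date of the IL-13 index had a median score of 1.85 on the second, over 19 genes at the CPM minimum, of which 15 were above 0. Random lists matched on level had a median of -0.69, and this median was above all 10000 of them. The IL-5 index had a median of 0.68 over 26 genes, 20 above 0, against -0.35 for random lists. Keeping genes from a mean of 10 CPM moved the IL-13 index value most, to 0.36. Between indexes, the 50 highest of the IL-13 index had a median score of 0.88 over 38 genes in the IL-5 index, against -0.75 for random lists, with 26 above 0. The 50 highest of the IL-5 index had 1.02 over 26 genes in the IL-13 index, with 19 above 0. Across genes, the log2 ratios of 30 min over activated cells of the indexes were related with Pearson's r of 0.438 over 2534 genes, and 0.242 within the first date. The first list's median was -0.12 when genes from 10 CPM were kept, so its direction changed with that minimum. Between dates, 30 min over activated cells had r of 0.340 in the IL-13 index and 0.260 in the IL-5 index, and activated over silent cells had 0.195 and 0.109.

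**Figure D4:**
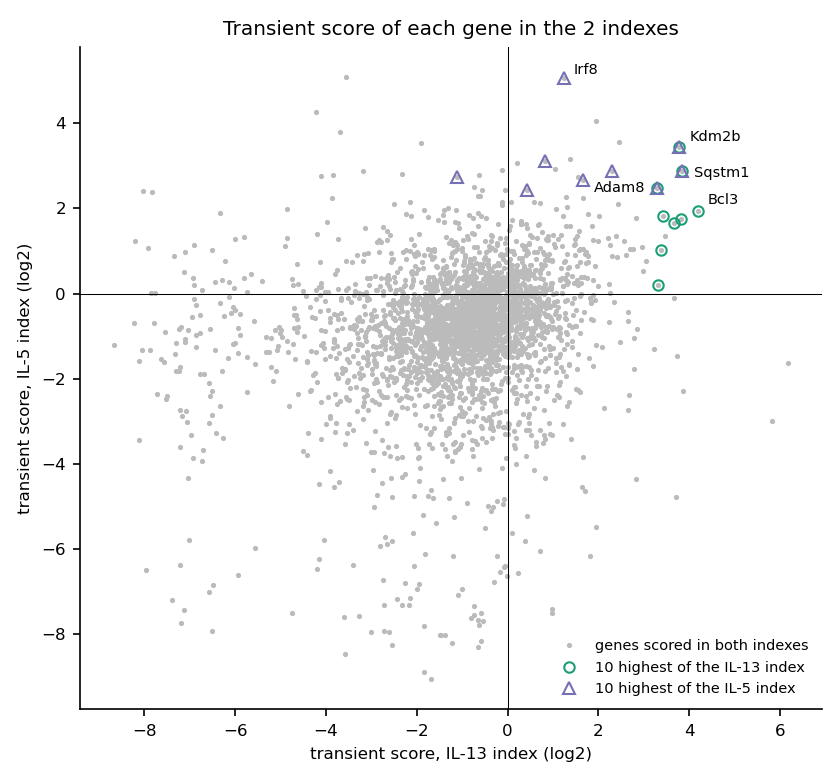
Transient score (log2) of each gene in the IL-13 index (x axis) and the IL-5 index (y axis); grey points are genes scored in both, circles and triangles the 10 highest by the size rule in each index that were scored in both. Kdm2b, Sqstm1 and Adam8 carry both symbols, and genes with higher scores without a symbol did not meet the rule's other criteria.

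The 15 genes that the study's text names as transiently induced were scored as a list. The study names them out of a larger set of transiently induced genes, so the values describe the named genes and not that set. The list was chosen by the study on the IL-13 index cells, so in that index the score is not independent evidence. The study also derived transiently induced genes anew from the IL-5 index. It reported that these differed from those of the IL-13 index, with some gene ontology terms in common. A lower score of the list in the IL-5 index thus does not go against the study. Of the list, 14 genes were found by symbol, and Lilrb4a was not analysed here. The IL-25 receptor gene, which the text prints as Il7rb, was taken as Il17rb. In each index 9 had a mean of at least 50 CPM, with Egr2 only in the IL-13 index and Bcl2l1 only in the IL-5 index. In the IL-13 index the median score was 1.94, above all of 10000 matched random lists, whose median lay below 0, and 8 of the 9 were above 0. In the IL-5 index the median was -0.18, at the 93.9 percentile of random lists with a median of -0.79, and 4 of 9 were above 0. Of all 14, 13 scored above 0 in the IL-13 index and 8 in the IL-5 index. The IL-5 index median changed direction within the first date (0.98), which moved it most, and ran from -0.39 to 0.24 on leaving out any 1 cell, the highest without silent replicate 2. Among the list, Rel scored 2.43 and 2.11 in the IL-13 and IL-5 indexes, Nfkbiz 2.40 and 0.86, Bcl3 4.18 and 1.95, Relb 1.84 and -0.22, and Mir155hg 1.94 and -1.20.

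The spread of the index cytokine between cells addresses whether cells taken at a fixed time after onset are more alike than cells taken at 1 time. The SD of log2(CPM + 1) of Il13 over IL-13 index cells was 1.52 at 30 min, 3.21 at 60 min, 2.85 at 90 min and 2.18 in activated cells. Activated cells thus exceeded 30 min cells by 0.66, with 0.21 to 1.04 on leaving out any 1 cell. The SD of Il5 over IL-5 index cells was 3.80 at 30 min, 3.49 at 60 min, 2.40 at 90 min and 1.96 in activated cells, a difference of -1.84. Single cells decided several of these values. For Il5, the 30 min SD was 1.66 without replicate 10, the cell with 73 reads, which made the difference 0.30, and the 60 min SD was 1.41 without the cell with 65 reads. For Il13, 1 cell each at 60 and 90 min had 0 reads, and the SDs over the other 10 cells were 1.45 and 0.85. The SDs describe the cells, and no test was made of them.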

Values the study reported

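The study reported that 187 cells were imaged and 103 transition cells were collected. It reported 33 libraries of transition cells, 11 for each time after onset. It reported 1471 differentially expressed genes, of which 202 were transiently induced genes, 147 early induced genes and 627 late induced genes.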

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

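All tests in this part were chosen or run after the values they rest on had been seen, in whole or in part. In groups of 4 to 10 cells, each end of the pre-stimulation cells was examined on 6 measures of depth and quality and on Il13, Il5 and Csf2, and 4 of 32 ends stood apart from the other cells by more than Dixon's 95% critical value (0.71 for 5 cells). Chance flags about 1 in 20 groups. All 4 are cytokine levels where the other 4 cells held 0 reads, so the measure stands apart for any read.

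In the IL-13 index, Il13 stood at 5.93 CPM in pre-stimulation replicate 4 from 1 read, and Csf2 at 4.06 CPM in replicate 1 from 1 read. These lie under the floor of 3 reads. Il5 stood at 93.4 CPM in replicate 1 from 23 reads, and Csf2 at 128 CPM in IL-5 index replicate 3 from 34 reads. If the cell with Il5 was already active before stimulation, Il13 and Csf2 reads were to be found in it too, and it held 1 read of both together, which argues against that explanation. Reads from other pools of the same date were to reach the other cells of its pool, and those held 0 reads of Il5, which argues against this source as well. For the cell with Csf2, the other 4 cells held 0 reads of Csf2, and the cell held 0 reads of Il13 and Il5. A low level of 1 cytokine in 1 cell before stimulation may be a trait of that cell, and with 1 cell in each case no biological explanation was tested.

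Of 123 pairs of a comparison and a gene of the fixed list or of the 10 genes added later, with values in both dates of both indexes, 7 had one sign in both dates of one index and the other sign in both dates of the other, and 4 of these kept their signs on leaving out any 1 cell. Random directions alone give 12.5% for the first condition, and no chance rate was computed for the last. The differences between the indexes were not tested. Values in brackets are the counting interval, the range on leaving out any 1 cell, and the first and second date. Ifngr1 in activated over silent cells had a log2 ratio of -2.32 (-2.84 to -1.83, -3.71 to -0.32, -2.76 and -1.57) in the IL-13 index and 1.15 (0.79 to 1.52, 0.49 to 2.94, 3.84 and 0.58) in the IL-5 index. Nfkbiz in the same comparison had 1.19 (0.93 to 1.45, 0.73 to 1.68, 1.15 and 1.23) and -1.03 (-1.21 to -0.86, -1.58 to -0.30, -0.19 and -1.72). Il4 in 30 min over activated cells had 0.79 (0.58 to 1.01, 0.19 to 1.41, 1.30 and 0.50) and -1.31 (-1.53 to -1.10, -1.82 to -1.02, -0.78 and -1.58). Il6 in 90 over 30 min cells had -1.56 (-1.68 to -1.45, -2.52 to -1.03, -2.91 and -0.0020) and 3.32 (3.23 to 3.42, 0.68 to 3.80, 1.43 and 3.88). The IL-13 index value of Il6 thus rested on the first date, and the IL-5 index value of Nfkbiz mostly on the second.

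The scaling to total reads does not account for these directions. With TMM and with DESeq2 size factors all 8 ratios kept their sign, the nearest to 0 being 0.77. Few cells carried the reads. Ifngr1 was read in 2 to 5 of 11 cells per group, and 1 cell held 85.8% of the Il6 reads of IL-5 index cells at 90 min. A difference between library pools cannot be told apart from a difference between the groups, since each of the 22 pools holds cells of 1 group. A difference between cells chosen by IL-13 secretion and cells chosen by IL-5 secretion stays possible and untested.

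Reads outside annotated features entered no comparison. In 8 cells their number per 100 gene reads lay above the highest pre-stimulation cell of the index, which had 20.3 in the IL-13 index and 24.3 in the IL-5 index. In the IL-13 index these were replicate 4 at 60 min (37.4), replicate 3 at 90 min (45.9) and activated replicates 9 (30.5) and 10 (20.8). In the IL-5 index they were replicates 1 (38.7), 7 (46.1) and 11 (169.0) at 90 min and silent replicate 7 (169.1). All 8 had fewer genes than the median of their group, but also fewer gene reads, which alone gives that. If a low RNA yield was the cause, most were to have fewer genes after thinning too, and 5 of 5 did, while 3 had too few reads to be thinned. This is consistent with a low RNA yield, but the position of the reads is not in the counts. No biological explanation was tested.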

How the results depend on the processing

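Alternatives added after the data were seen were leaving out shallow or single cells for spread, genes detected and principal components. The others were set beforehand. Of 31 results that answer a comparison, 26 kept their sign under every alternative run for them, single cells left out included, and 5 did not. Of the 5, Il13 in silent over pre-stimulation cells of the IL-13 index had an interval that held 0, so no direction, and went from 0.42, with 3 reads set before stimulation, to -0.0072 without pre-stimulation replicate 1. Of the 179 values of the 31 results under alternatives other than leaving out single cells, 113 stayed within their interval or range, 59 moved without a change of direction and 7 reversed. Of 144 values of named genes, 137 kept their sign throughout. The size rule names only genes that keep their direction with the mean of the cells' own CPM, by date and without any 1 cell. For genes named by it, these alternatives could not change the sign, so the count is no test of them. The values that changed sign belong to genes of the fixed list.

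With the mean of the cells' own CPM, in which shallow and deep cells weigh the same, log2 ratios moved to 0.72 (Il13, 30 min over activated), -0.96 and -1.93 (Il13, 60 and 90 over 30 min), 1.43 (Il5, activated over silent), 0.60 (Il5, 30 min over activated) and -0.0946 (Il5, 90 over 30 min). Agreement of the dates moved to r of 0.298 (IL-13 index, 30 min over activated) and 0.0707 (IL-5 index, activated over silent). TMM gave Il5 ratios of 2.69 (activated over silent), 0.54 (30 min over activated) and -0.31 (90 over 30 min). DESeq2 size factors gave Il13 ratios of 0.98 (30 min over activated), -1.24 and -2.22 (60 and 90 over 30 min), and Il5 ratios of 2.70 (activated over silent) and 0.61 (30 min over activated).

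With pre-stimulation cells of both indexes, Il5 ratios moved to 8.77 (30 min), 8.11 (activated) and 5.52 (silent), because 1 IL-13 index cell holds 23 Il5 reads. The IL-13 index list of 50 genes moved to 1.08 in the IL-5 index. Within the first date, Il13 ratios were 5.97 (activated over silent), 1.80 (30 min over activated), -0.72 and -2.49 (60 and 90 over 30 min). Il5 ratios were 5.75 (silent over pre-stimulation), 4.36 (activated over silent), 0.93 (30 min over activated), -1.45 and -0.68 (60 and 90 over 30 min). Between the indexes, r was then 0.242. With all 33 transition cells in place of 30 min cells, the ratios over activated cells were 0.065 (Il13) and 0.32 (Il5), the transient pattern of the IL-5 index 0.34, the study's list in the IL-13 index 1.45, agreement of the indexes 0.525 with a list median of 0.57, and agreement of the dates 0.418 (IL-13 index) and 0.306 (IL-5 index).

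A CPM minimum of 10 brings in genes with few reads. It gave a transient pattern of 0.36 (IL-13 index) and 0.47 (IL-5 index), agreement of the indexes of 0.176, and agreement of the dates of 0.241 and 0.132 (IL-13 index, 30 min over activated and activated over silent) and 0.142 and 0.0659 (IL-5 index). A minimum of 200 gave 0.649 between indexes and 0.66, 0.544, 0.528 and 0.436 between dates in the same order. In each of these 5 relations r rose with the minimum; the cause was not tested. Genes detected moved to 545 and 608 more in activated than pre-stimulation cells with a limit of 5 reads, and to 714 in the IL-5 index without thinning. The share of the second component between states moved to 58.7% (all cells) and 48.3% (IL-5 index) with 1000 genes, to 77.9% (all cells) with thinned cells, and to 78.4% (all cells) and 69.5% (IL-5 index) without the shallow cells, which also gave -0.15 for Il5 at 90 over 30 min.

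The 4 other results that changed sign were these. The median of the study's list in the IL-5 index, -0.18, became 0.17 with TMM, 0.98 in the first date, 0.20 and 0.86 with CPM minimums of 10 and 200, and ran from -0.39 to 0.24 on leaving out any 1 cell; the cause was not tested. The IL-13 index list of 50 genes had a median of -0.12 in the IL-5 index with a minimum of 10 CPM, where other genes enter the list, and the cause was not tested. Il5 at 90 over 30 min ran from -0.70 to 0.10 on leaving out any 1 cell, the highest without 30 min replicate 7, which holds 27.7% of the group's Il5 reads; the cause was not tested further. The spread of Il5, -1.84, became 0.27 with thinned cells and 0.30 without shallow cells and ran from -2.44 to 0.30 on leaving out any 1 cell, because the cell with 73 reads has 0 Il5 reads.

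Leaving out any 1 cell moved other values without a change of direction. Il13 ratios ran from 7.82 to 9.98 (activated over silent, the highest without silent replicate 1, which holds all 11 reads), 0.57 to 1.19 (30 min over activated), -1.55 to -0.92 (60 over 30 min) and -2.35 to -1.82 (90 over 30 min). Il5 ratios ran from 5.53 to 7.80 (silent over pre-stimulation, the lowest without silent replicate 6), 1.95 to 4.68 (activated over silent, the highest without silent replicate 6), 0.35 to 1.30 (30 min over activated, the highest without activated replicate 7) and -1.08 to -0.59 (60 over 30 min). Among named genes, Mir155hg in 30 min over activated cells of the IL-5 index ran from -1.20 to 0.19 on leaving out any 1 cell. Of transient scores, Klrg1 became 0.0058 (IL-13 index) and 0.17 (IL-5 index) with TMM and up to 0.26 on leaving out 1 IL-5 index cell, Bcl2l1 ran from -1.30 to 0.13 on leaving out any 1 IL-5 index cell, and Tnfaip3 in the IL-5 index -0.50 with the mean of the cells' own CPM, -0.43 with all 33 transition cells and -0.46 to 1.05 on leaving out any 1 cell. Values whose interval held 0 also changed sign. They were the transient score of Relb in the IL-5 index, -0.22, which was 0.84 in the first date, 0.14 with all 33 transition cells and -0.80 to 0.45 on leaving out any 1 cell, and the ratio of Il9 in silent over pre-stimulation cells of the IL-5 index, 0.54, which ran from -1.17 to 0.74 on leaving out any 1 cell. For these named genes the cause was not tested.

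Scaling by ERCC reads and RNA content per spike-in read were not run, since the files list 0 ERCC entries. The first date gave no value for results that compare dates. The results come from no test. No paired analysis was possible because the replicate numbers were given in accession order and link no cell across states. This concerns pairs of single cells. The stimulated states of an index share their title dates, so a pairing of states by date was open. That pairing was not run, since the labels do not say what the dates are.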

Other observations

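Of the tests in this part, those of Il9 by pool, of reads shared within a pool, of Il5 and Il13 in silent cells, of a well with 2 cells, of mitochondrially encoded RNA and of nuclear RNAs within dates were chosen after the results were seen, and the others were written before their values were computed. All were prompted by a pattern already seen in these data.

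Il9 was read in every activated cell, but in 13 of 22 of them at 24.4 to 580.0 CPM, against 1538 to 229067 CPM in the other 9. If reads of 1 cell appear in other cells of its library pool, cells under 1000 CPM were to have Il9 mostly where their pool holds a cell at 1000 CPM or more. They did in 92.5% of 40 cases with such a cell and in 10.7% of 56 cases without. The states of these pools differ, as all pools of activated cells and of IL-5 index transition cells held such a cell and no pool of pre-stimulation or silent cells did. In IL-13 index transition cells it was 2 of 5 in the pool with such a cell and 2 of 25 in those without. Reads of other cells in the pool thus cannot be told apart here from low expression in those states. The general form was tested on 27 other genes with at least 95% of a pool's reads in 1 cell at 2000 CPM or more. Of cells under 1% of that cell's level, 39.5% had a read in the same pool, against 19.5% in the other date of the same group, 14.5% in other pools of the date with other replicate places and 10.9% in those with the same place. This is consistent with some sharing within a pool. The level in such cells was not highest in the same pool, at 2.99 CPM against 3.29 CPM in other pools with other places, so sharing within a pool does not account for all of their reads.

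The low Il9 of activated cells had a median of 0.425% of the pool's level, and in 2 of 13 cells it lay above the 95th percentile of such genes with Il9 among them, 0.837%. The cells behind that percentile were chosen to lie under 1% of the source, so it decides nothing. These 2 cells, IL-5 index activated replicates 3 and 5, held 5.18% and 9.23%, against 0.437% in replicate 1 of the same pool. Equal sharing within that pool would not give this difference, but whether sharing is equal was not tested. In all 13 a low expression thus cannot be told apart with certainty from reads of other cells in the pool. A read in a given share of cells, a criterion used here to name genes, may be a weak criterion for a gene that 1 cell of a pool holds at a high level. The sums over a group and their ratios are little affected, since the high cells hold most reads.

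Silent cells of the IL-5 index held Il13 in 9 of 11 cells and Il5 in 10 of 11, while silent cells of the IL-13 index held Il13 in 1 of 11 and Il5 in 10 of 11. Reads of activated cells in the libraries of silent cells were to bring Il9 along. Il9 in silent cells stood at 0.00594% of its level in activated cells, Il5 at 16.5% and Il13 at 63.2%, which argues against that source. Without the highest cell of each pool, Il13 stood at 60.5% and 40.0% of the pool's level and Il5 at 61.7% and 9.62%. If these were reads of the highest cell, its other genes were to reach the same cells alike. Of other genes that cell held at 1000 CPM or more, 3 of 181 on the first date and 10 of 218 on the second stood under 10% in the others. Some of these had 0 reads. This argues against 1 cell as the source of Il13 and, on the first date, of Il5. On the second date Il5, at 9.62%, lay under that limit as well, so the test does not decide there. Depth does not account for the difference either. After thinning, Il13 was read in 70.0% (34.8 to 93.3, exact binomial interval) of 10 IL-5 index cells and 9.09% (0.230 to 41.3) of 11 IL-13 index cells. A difference between library pools cannot be told apart from the groups, with 2 pools each. A candidate explanation is that cells silent for IL-5 may include cells that express Il13, since silence was judged on the index cytokine alone. The study imaged secretion of both cytokines in other cells. Most secreting cells released both, some only IL-13 and some only IL-5. For the cells sequenced here the explanation stays a hypothesis.

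Stmn1, Birc5 and Cd3g led falls from pre-stimulation in the IL-13 index, and 1 cell held 91.3% or more of their reads there. A list of 12 proliferation genes that leaves these out, chosen after the falls were seen, was summed in each cell. It stood at 2429.6 CPM in pre-stimulation replicate 1, with 11 of the 12 read, against at most 218 CPM in the other 4 cells and 952 CPM in any IL-5 index pre-stimulation cell, and none of the 114 cells compared was higher. This is consistent with 1 proliferating cell carrying the falls of Stmn1 and Birc5, so that they may say little of stimulation. The list says nothing of Cd3g, which a second pre-stimulation cell of the IL-13 index held at 552 CPM and an IL-5 index cell at 3643 CPM. Replicate 1 also had the most genes of the pre-stimulation cells, 4234, and 2 cells in 1 well cannot be told apart from 1 cell with more RNA, since both raise that number.

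Some nuclear non-coding RNAs were lower in activated cells. Malat1 had log2 ratios of -1.47 and -2.05 against 30 min cells in the IL-13 and IL-5 indexes and -0.32 and -2.37 against pre-stimulation cells. Xist had -1.52, -1.63, -1.47 and -1.41 in the same order. Against silent cells, Malat1 had -0.53 (0.23 in the second date) and -0.65, and Xist -1.65 and -0.74. Kcnq1ot1, also nuclear, was higher against 30 min cells in the IL-13 index (3.55) and had opposite signs in the dates of the IL-5 index (-1.30 and 1.31, with -0.08 over both), so the class did not move as 1. Neat1 was lower in the IL-13 index (-4.27) and had 0 reads in activated cells of the IL-5 index. Firre had 0 reads at 30 min in both indexes and Meg3 had 0 in all groups. The Y-linked genes held 3 reads in all. A few abundant transcripts taking a larger share of counts were to bring the ratios near 0 without the 10 most abundant genes, and the nearest to 0 of the 8 ratios of Malat1 and Xist was then -0.31 against -0.32 with them, which argues against this explanation. The share of mitochondrially encoded reads was 1.43% and 1.46% in activated cells, against 2.01% and 2.23% before stimulation and 2.15% and 1.88% at 30 min. More cytoplasmic RNA per activated cell could lower both, but silent cells of the IL-5 index had 1.48% and its cells at 60 min 1.44%. Within dates, Malat1 and Xist in activated over 30 min cells had ratios of -1.32 or lower, and a difference between pools cannot be told apart from the groups, since each pool holds 1 group.

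Across genes, the changes at 60 and 90 min over 30 min were little related between dates (r 0.004 and 0.109 in the IL-13 index, 0.020 and -0.011 in the IL-5 index). Few reads per gene were to be the cause if r between dates rose among genes of at least 200 CPM, as it did to 0.660 and 0.528 for 30 min over activated cells. The highest r among these 4 comparisons was then 0.201, in the IL-13 index at 90 min, and the others were 0.047, -0.001 and 0.022, which argues against few reads as the whole cause. No biological explanation was tested.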
